A study of Xenopus laevis with 12 samples. Its data were reported in "Embryos assist morphogenesis of others through calcium and ATP signaling mechanisms in collective teratogen resistance" (2024).

How the data were processed

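RNA of whole *Xenopus laevis* embryos at stage 35 was measured in 12 libraries, each made from 15 pooled tadpoles. The stage is that of the sample titles. The labels give exposure from stage 12.5 to 35 and also name stage 25 embryos. The study ends exposure near stage 25, with brief recovery in medium before stage 35, so the window is unsettled. Libraries were grouped by the labels into control and thioridazine (90 µM) embryos raised in cohorts of 100 or 300, with 3 libraries per group. The authors prepared stranded total RNA libraries after ribosomal RNA depletion and sequenced single-end reads on an Illumina HiSeq instrument. Per the labels and the study's methods, reads were trimmed with fastp, ribosomal RNA reads were handled with Bowtie2, the remaining reads were aligned with STAR in 2 passes and genes were quantified with RSEM. Versions of these tools, the genome build of the counts and the strand setting are not given in the sources used here.

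The authors deposited RSEM expected counts, which are estimated counts per gene that are not scaled to depth, for 42638 genes, and 32.6% of the values were not whole. The authors also deposited a table of log2 CPM values for 26050 genes. Recomputing those log2 values from the deposited counts with voom gave a largest difference of 4.97e-14, so the table holds no removed batch or surrogate variable. The lowest third-highest CPM of a listed gene was 1.6005 and the highest of a gene left out was 1.59931. RefSeq gene records (assembly Xenopus_laevis_v10.1) were used only for names, gene span and the chromosome of a gene, and 94.0% of the identifiers were found there. Of the symbols tested, 19277 ended in .L or .S and 6112 were placeholder LOC symbols.

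Genes above 1.8 CPM in at least 3 libraries were kept, which left 25553. The study's methods give the same filter and another number of genes left. The expected counts were scaled by TMM (edgeR 4.0.16) and fitted with voom weights, lmFit and eBayes in limma 3.58.1 under R 4.3.3. All 12 libraries entered each fit so that the 4 groups share an estimate of spread. The model held 2 surrogate variables estimated with sva 3.50.0 with the groups protected, the number that the study's methods state. Those methods also name a batch, which the labels do not give, and no batch was modelled. Adjusted p-values are Benjamini-Hochberg values over all genes tested, from limma, and are two-sided. Contrasts were large against small cohorts within each treatment, thioridazine against control within each cohort size, their difference (interaction), and the averages of either effect. The groups, the tests, the gene lists, the rule for named genes and the first set of alternatives were chosen before the data were examined.

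The 33 gene lists held 13 to 135 tested genes, matched by symbol after the homeolog suffix was removed. They were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with adjustment over the lists of a comparison. The lists of V-type ATPase subunits, circadian clock, histones, ribosomal proteins, collagen and matrix, glycolysis and citrate cycle, the respiratory chain, caveola, nuclear receptors and amino acid carriers cover classes that the study named from these samples. Named genes were chosen by rule. For each comparison within a stratum they were called genes whose groups did not overlap (the 8 largest rises and the 8 largest falls with a symbol, and placeholders among the 2 largest), and the 3 members with the smallest p of each list that was called or held a called member. Where fewer than 5 genes were called in a direction, the 5 with the smallest p were taken, and V-type ATPase subunits and P2X receptors could be named whatever their values. For the interaction and the averages they were the 5 with the smallest p in each direction. Other genes are said to have been chosen after their values were seen. Of the genes chosen by the rule, 2 are not reported here.

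Separation of the libraries was tested by exact permutation of the pseudo-F of Euclidean distances on log2 CPM, with treatment permuted within cohort size and cohort size within treatment. Depth and composition were compared with exact permutation tests. Library pairs within groups were checked for duplicates. The 12 pairs had a chi-square per degree of freedom of 2.33 to 5.39 and Pearson correlations across genes of 0.959 to 0.971, so no library repeated another. Alternatives were fits with other numbers of surrogate variables or none, a replicate block, edgeR's quasi-likelihood test and DESeq2 1.42.0 on counts rounded to whole numbers, RLE scaling, other filters (none beyond 1 count, or 5 CPM), quality weights, the deposited log2 CPM table, the 6 compared libraries alone, and each library left out in turn. Where a library was left out, the group of 2 was assumed to vary like the other groups. Alternatives added after the data were seen are named as such with their values.

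The fits were tested on simulated counts with known changes. In the contrast of cohort size in controls, run on 25253 genes, limma with 2 surrogate variables recovered 59.7% of 67 genes changed 2-fold, 88.1% of 67 changed 3-fold and 87.9% of 66 changed 5-fold, and 14 of its 177 calls were of genes left unchanged. In the contrast of thioridazine in small cohorts, run on 25255 genes, it recovered 52.2%, 83.6% and 86.4%, with 8 of 159 calls false. In large cohorts it recovered 58.2%, 91.0% and 93.9%, with 15 of 179 calls false. The simulated counts varied independently between genes and held no shared factor. In the real data the first surrogate variable had 67.9% of its variance between treatments. The simulated shares therefore do not describe how many real thioridazine effects the fit can find. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genome coordinates are not reported because the build of the counts is not named.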

Results

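*Xenopus laevis* embryos were raised in cohorts of 100 (small) or 300 (large), with or without 90 µM thioridazine. Thioridazine is a phenothiazine antipsychotic that blocks dopamine receptors and that disturbs head, eye and pigment development in this species. RNA of whole embryos at stage 35 was sequenced after depletion of ribosomal RNA. Each library came from 15 pooled tadpoles, and the 12 libraries fell into 4 groups of 3: control small, control large, thioridazine small and thioridazine large. The expected counts summed to between 4887343 and 7497662 per library, so that 3 counts, the upper limit that a count of 0 allows, corresponded to 0.400 to 0.614 CPM (counts scaled to a common library total). After the filter on low counts 25553 genes were tested. *X. laevis* is allotetraploid, and gene names ending in .L and .S are the homeologs on its long and short subgenomes. Of the genes tested, 6478 symbols were present as both homeologs. Reads that match both copies were divided between them by estimation, so values of close copies and of multi-copy histone and protease genes are less certain than those of single genes. The labels do not say that the pools of a group came from separate clutches, so p-values measure the spread between pooled samples, which may be technical. Unless stated otherwise, changes are log2 fold changes ± standard error (n = 3 pooled samples per group) from limma with 2 surrogate variables, and a gene was called at an adjusted p under 0.05.

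The first question was whether the libraries separated by treatment and by cohort size before any adjustment. Treatment separated them, with a ratio of between-group to within-group variation (pseudo-F) of 3.33 and an exact permutation p of 0.005, the smallest the design allows (2 of 400 arrangements, one-sided). Cohort size also separated them (pseudo-F 0.992, exact permutation p = 0.035, 14 of 400 arrangements), although with the 500 most variable genes alone the exact permutation p was 0.09. The first principal component held 29.1% of the variance, and 80.8% of its own variance lay between treatments. The thioridazine libraries were spread widely along it, with thioridazine small replicate 1 at 63.6 and thioridazine large replicate 2 at 47.0. The other thioridazine libraries lay between 4.06 and 28.9 and the controls between -38.3 and -22.6. The first surrogate variable followed the same division, with 67.9% of its variance between treatments. With both surrogate variables in the model the median standard error of the thioridazine effect was 0.249 in small and 0.224 in large cohorts, against 0.160 and 0.165 with none. Of 8 comparisons of depth and composition, none passed adjustment by exact permutation tests (lowest adjusted p = 0.156). The share of counts on ribosomal RNA genes was 0.186% ± 0.0818 (SD, n = 6) in large cohorts and 0.0948% ± 0.0170 (SD, n = 6) in small cohorts (exact permutation p = 0.0195, adjusted p = 0.156, two-sided).

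**Figure D1:**
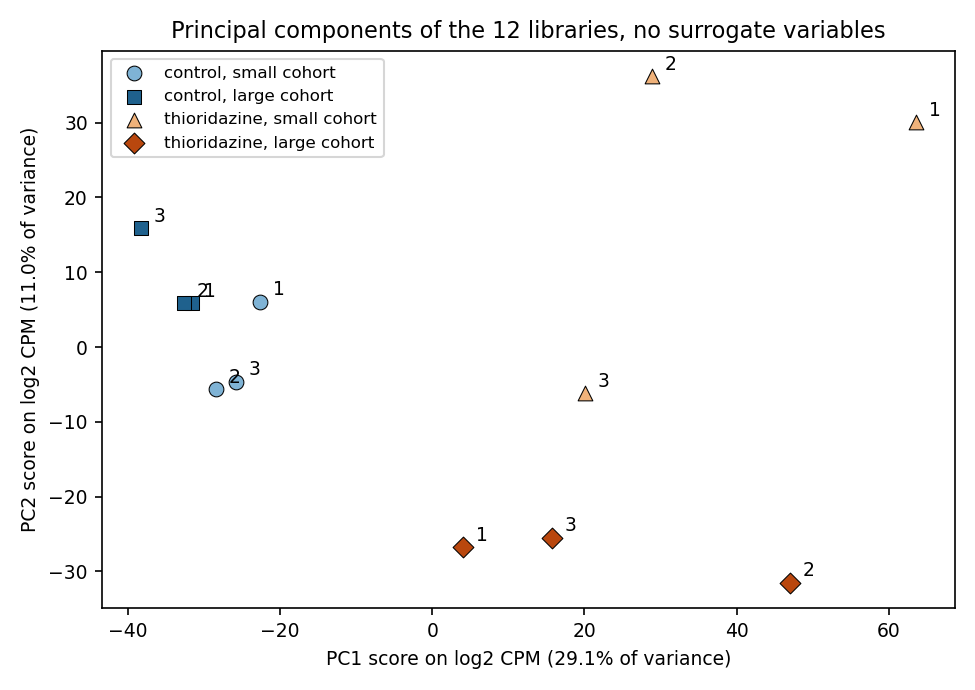
Scores of the 12 libraries on the first and second principal components of log2 CPM without surrogate variables, with color and symbol for the group and the replicate number beside each point. Control libraries lie to the left, between -38.3 and -22.6, and thioridazine libraries to the right, spread from 4.06 to 63.6.

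The second question was what cohort size does in untreated embryos. Plasma proteins made by the liver were higher in large cohorts. *ambp.L* (a plasma protease inhibitor precursor) rose by 0.84 ± 0.13 (adjusted p = 0.0152). The fibrinogen chains *fgb.S* and *fga.S*, which form the blood clot, rose by 0.76 ± 0.13 and 0.73 ± 0.12 (adjusted p = 0.0197 and 0.0173), as did the apolipoprotein *apoc1.L* by 0.58 ± 0.09 (adjusted p = 0.0173). Kininogen, another liver product (*kng1.S*), rose by 0.86 ± 0.17 (adjusted p = 0.0418). The large ribosomal subunit genes *rpl36.L*, *rpl37.S* and *rpl24.S* rose by 0.92 ± 0.17, 0.75 ± 0.11 and 0.58 ± 0.09 (adjusted p = 0.0299, 0.0152 and 0.0152). *rrp7a.L*, which acts in ribosomal RNA processing, rose by 0.78 ± 0.15 (adjusted p = 0.0315). The alpha globin *hba3.L* rose by 0.84 ± 0.13 (adjusted p = 0.0162) and *dan4l.L*, whose product is annotated as resembling a cell wall protein, by 1.09 ± 0.20 (adjusted p = 0.0310). Genes that fell included *ccng1.L* (cyclin G1, a p53 target) by -0.55 ± 0.10 (adjusted p = 0.0306), *lox.S* (lysyl oxidase, which crosslinks collagen) by -0.55 ± 0.11 (adjusted p = 0.0451). *selenof.L*, a selenoprotein of the endoplasmic reticulum, fell by -0.53 ± 0.08 (adjusted p = 0.0152) and *lrrn1.L* by -0.45 ± 0.08 (adjusted p = 0.0266). *ifitm3.L*, an interferon-induced membrane protein, fell by -0.43 ± 0.07 (adjusted p = 0.0210) and the basement membrane proteoglycan *hspg2.L* by -0.31 ± 0.06 (adjusted p = 0.0329).

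Among unnamed gene models, LOC121398066, a histone H3 gene, had 0 counts in the small control cohorts and 36 in the large ones (1.95 ± 0.427 CPM, SD, n = 3), which is at least 14.2-fold higher against a floor of 3 counts over the group. LOC121396229, a gene with similarity to general transcription factor II-I, had 1 count against 31, a ratio of 36.7 (95% counting interval 6.11 to 1494). LOC108697889, annotated as an IgGFc-binding protein, fell by -0.73 ± 0.11, and LOC121397762, a myosin-11-like gene, by -0.72 ± 0.13 (adjusted p = 0.0152 and 0.0299). Intervals and floors of this kind cover counting error only.

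Altogether 75 genes were called in control embryos, 64 higher and 11 lower in large cohorts, and 37 of them were unnamed models. In 63 of the 64 and in 9 of the 11 the libraries of both groups did not overlap. Over all genes tested 16.0% did not overlap and chance gives 10%. Without surrogate variables 32 genes were called, 30 higher and 2 lower, and 31 genes were in both sets. The count depended on single libraries: it was 118 without control small replicate 1, 34 without control small replicate 2, 15, 29 and 12 without control large replicates 1, 2 and 3, and 44 without thioridazine small replicate 2. Of 28 called genes chosen for naming in this comparison, LOC121398066 was the 1 that stayed called without each of the 12 libraries in turn. Over up to 30 alternatives *lox.S* lost its call in 25, *rrp7a.L* in 22, *ccng1.L* and *selenof.L* in 18 each, and *lrrn1.L* and *hspg2.L* in 16 each. The change of *ccng1.L* shrank to -0.24 without control small replicate 1 and to -0.31 without thioridazine small replicate 2.

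Of 33 gene lists fixed before the data were examined, 8 were called by camera in control embryos. In the list of gut, pancreas and liver genes, 29 of 30 members were higher in large cohorts, with a median of 0.47. In it 5 members rose over all genes tested and 17 rose adjusted over the list alone (camera adjusted p = 1.6e-20, and adjusted p = 0.196 with an estimated correlation). Of 135 ribosomal protein genes 107 were higher, 7 rose, and 38 rose and 1 fell adjusted over the list alone, around a median of 0.12 (adjusted p = 8.9e-18, and adjusted p = 0.196 with an estimated correlation). Of 121 nuclear-encoded respiratory chain genes 91 were higher, 1 rose (*atp5mg.L*, a subunit of ATP synthase, 0.53 ± 0.10, adjusted p = 0.0407), and 6 rose adjusted over the list alone (adjusted p = 9.8e-08, and adjusted p = 0.196 with an estimated correlation). Of 22 red blood cell markers 20 were higher, with a median of 0.18, and 1 rose, or 5 adjusted over the list alone (adjusted p = 4.8e-06, and adjusted p = 0.453 with an estimated correlation). The globin *hbe1.L* stood at 0.89 ± 0.19 without passing (adjusted p = 0.0603). Among 22 histone genes *h2ax.lS*, a variant H2A histone, rose by 0.68 ± 0.12, and 2 rose adjusted over the list alone (camera adjusted p = 0.00414, and adjusted p = 0.371 with an estimated correlation). The melanophore genes were lower, with 3 of 22 members higher, 0 called over all genes or over the list alone, and a median of -0.15 (adjusted p = 0.00161, and adjusted p = 0.196 with an estimated correlation). So were amino acid carriers (67 genes, median -0.11, 0 called over all genes and 1 lower adjusted over the list alone, adjusted p = 0.00825, and adjusted p = 0.196 with an estimated correlation). Collagen and extracellular matrix genes were lower too (103 genes, median -0.04, *hspg2.L* lower and 3 lower adjusted over the list alone, adjusted p = 0.0179, and adjusted p = 0.760 with an estimated correlation). Without surrogate variables the call on the matrix genes was lost, with 0 members called over all genes and a median of 0.0049 (adjusted p = 0.952). Ribosomal, histone, respiratory chain (mitochondrial), amino acid carrier and matrix genes are classes that the study named from these samples, so their counts are not independent evidence of direction. For mitochondrial processes the study reported a decrease in the larger control cohorts, whereas the respiratory chain list was higher here. The study tested over-representation among differentially expressed genes, which is another measure. The liver, histone, melanophore, respiratory chain and ribosomal lists, 5 of the 8, stayed called without each of the 12 libraries in turn.

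**Figure D2:**
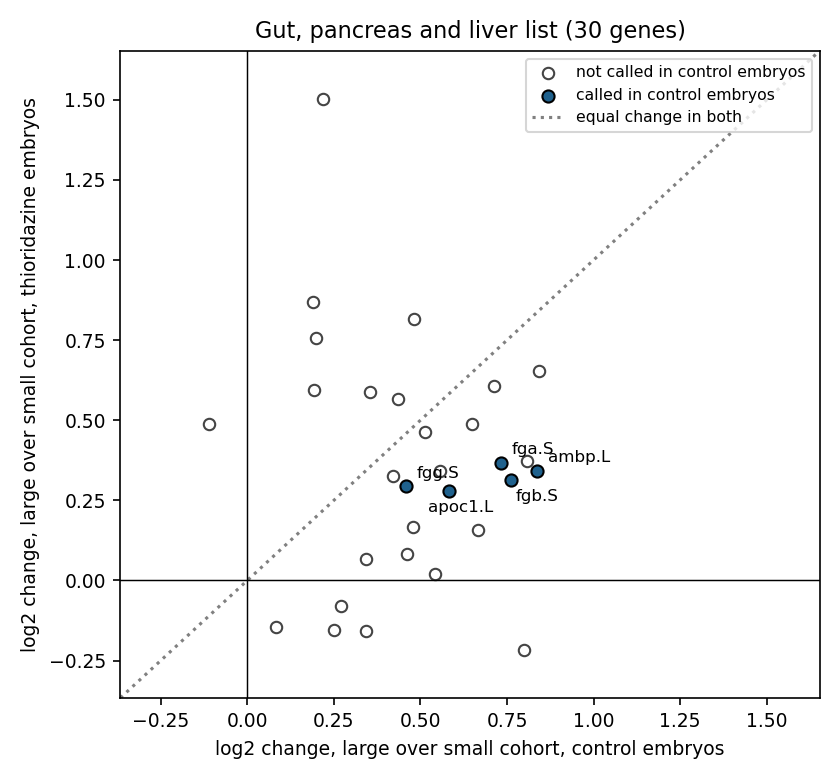
Each point is 1 of the 30 genes of the gut, pancreas and liver list, with its log2 change between large and small cohorts in control embryos (x axis) and in thioridazine embryos (y axis); filled points were called in control embryos and the dotted line marks equal change. All but 1 point lie to the right of 0 and 25 lie above it.

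The third question was what cohort size does in embryos exposed to thioridazine. Here several secreted proteases were nearly absent in large cohorts. The astacin-like metalloproteases *astl3a.1.L* and *astl2d.2.L*, relatives of the enzymes that dissolve the egg envelope at hatching, went from 1201 and 85 counts in small cohorts to 1 count each in large cohorts. The ratios were 1227 (95% counting interval 220 to 48510) and 86.9 (15.2 to 3470). *astl3b.1.L*, the cysteine-rich secretory protein *crisp1.5.S* and LOC108699319, an embryonic protein UVS.2-like gene of the hatching enzyme family, went from 109, 104 and 298 counts to 0. They were at least 37.1-fold, 35.4-fold and 101-fold lower against a floor of 3 counts over the group. The serine protease *xepsin.S*, annotated as specific to the epidermis, fell from 25.4 ± 6.73 to 0.366 ± 0.0912 CPM (SD, n = 3), and *astl2f.S* from 5.66 ± 1.17 to 0.407 ± 0.223 CPM. All 7 were called (adjusted p from 0.00749 to 0.0123), and the same genes stood at 6.02 to 59.4 CPM in small control cohorts.

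A search made after the values were seen, for genes at 1 CPM or more in all 9 other libraries and at least 4-fold lower in every thioridazine large library, found 13 such genes in thioridazine large and 0 in each other group, a count taken without a test. Besides the 7 above these were the UVS.2-like genes LOC108705791, LOC121397175 and LOC121397312, the cysteine-rich venom protein gene LOC108718284, *astl2e.2.L* and the synaptotagmin *syt13.S*. Their summed level was 219 CPM in thioridazine small and 2.03 CPM in thioridazine large libraries. The 17 measured relatives summed to 233 CPM in thioridazine small and 281 CPM in thioridazine large libraries, of which *astl2g.L* (chosen after its values were seen) made up 155 and 195 CPM, whereas *astl2d.3.L* went from 3.37 to 0.906 CPM. In small and large control cohorts the relatives summed to 271 and 262 CPM, with 186 and 179 CPM of *astl2g.L*. Of the 13, 10 were called for cohort size in thioridazine embryos and 9 for the interaction of thioridazine and cohort size.

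**Figure D3:**
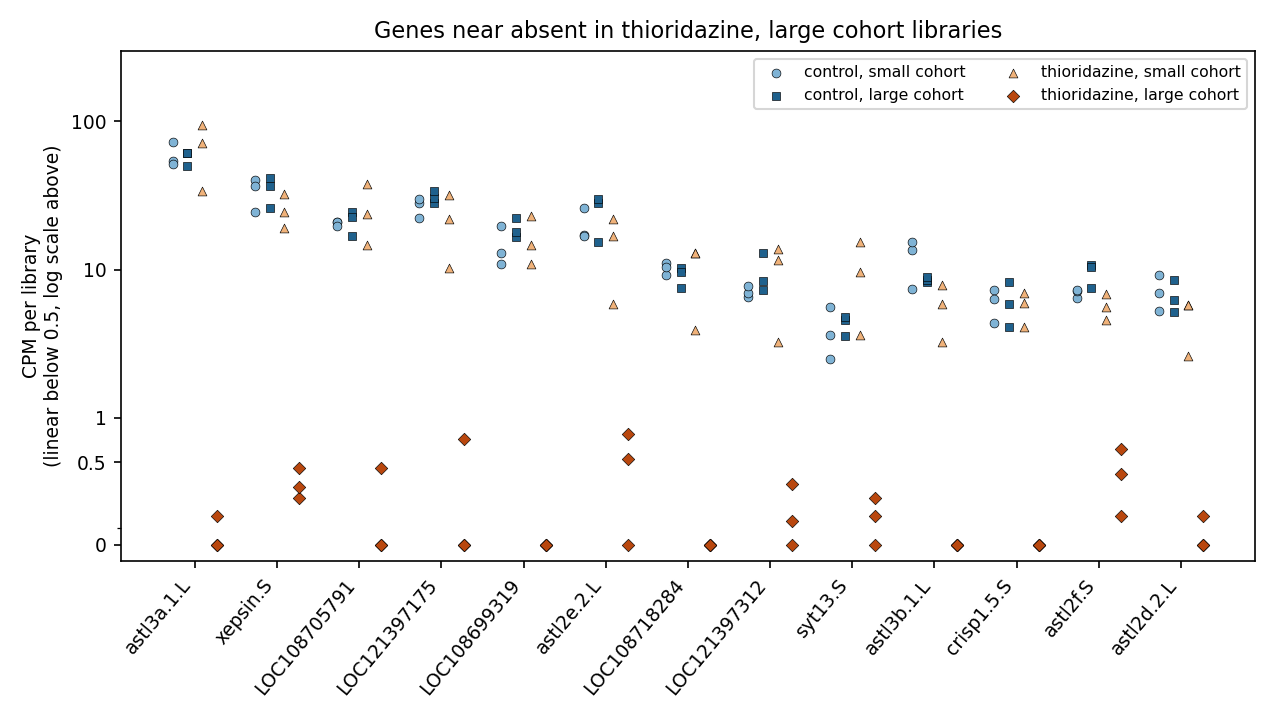
CPM per library, on an axis that is linear below 0.5 and logarithmic above, of the 13 genes near absent in the thioridazine large libraries; color and symbol give the group. The 3 thioridazine large libraries sit near 0 for every gene, below the 9 other libraries.

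Other genes lower in large thioridazine cohorts were the translation initiation factor *eif5b.L* (-0.97 ± 0.13, adjusted p = 0.00839) and the ribosomal protein *rpl35a.S* (-2.88 ± 0.50, adjusted p = 0.0335). The linker histone *h1-10.S* fell by -0.56 ± 0.09 (adjusted p = 0.0335). The amino acid carrier *slc7a5.L* fell by -0.50 ± 0.09 (adjusted p = 0.0455). *hnf4a.S*, a transcription factor of liver and gut, rose by 0.76 ± 0.11 (adjusted p = 0.0123), as did *rpl27a.S* by 1.33 ± 0.20 (adjusted p = 0.0123), LOC108709516, a uromodulin gene, by 2.74 ± 0.43 (adjusted p = 0.0169) and the iron carrier transferrin, *tf.L*, by 0.87 ± 0.15 (adjusted p = 0.0335). The change of transferrin was -0.03 without surrogate variables. With them it was -0.01 without control large replicate 3, -0.65 without thioridazine small replicate 3, and -0.44 and -0.11 without thioridazine large replicates 2 and 3. Of 30 alternatives *rpl27a.S* lost its call in 16 and *h1-10.S* in 23. Without thioridazine small replicate 3 they stood at 0.43 and -0.33. *rpl27a.S* stood at 0.73 without control large replicate 3 and 0.66 without thioridazine large replicate 3, and *h1-10.S* at -0.34 without thioridazine large replicate 2. In all 24 genes were called, 5 higher and 19 lower, and 7 of them were unnamed models. Libraries of both groups did not overlap in 2 of the 5 and 18 of the 19, against 10.7% of all genes tested and a chance share of 10%. Without surrogate variables 19 genes were called, 3 higher and 16 lower, with 14 in both sets. The count was 132 without thioridazine small replicate 3, and 6, 73 and 4 without thioridazine large replicates 1, 2 and 3. Of 19 called genes chosen for naming in this comparison *eif5b.L* was the 1 that stayed called without each library.

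In thioridazine embryos 10 lists were called by camera, none of them with an estimated correlation (6 lists at an unadjusted p under 0.05, lowest adjusted p = 0.236). The gut, pancreas and liver list was again higher in large cohorts, in 25 of 30 members, with 2 that rose over all genes and 12 adjusted over the list alone (median 0.34, adjusted p = 5.5e-13, and adjusted p = 0.236 with an estimated correlation). Cartilage and skeleton genes were lower, with 2 of 27 members higher, 0 called over all genes and 12 lower adjusted over the list alone (median -0.31, adjusted p = 8.9e-13, and adjusted p = 0.236 with an estimated correlation). Without surrogate variables 0 of them were lower over the list alone (median -0.25, adjusted p = 6.8e-05). The cartilage collagen *col9a2.S* stood at -0.47 ± 0.09 (adjusted p = 0.0771). Subunits of the V-type ATPase, which acidifies organelles and pumps protons out of ionocytes, were lower in 33 of 42 members, 9 of them adjusted over the list alone and 0 over all genes (median -0.11, adjusted p = 6.0e-07, and adjusted p = 0.236 with an estimated correlation). *atp6ap1.1.L* stood at -1.04 ± 0.20 (adjusted p = 0.0669), *atp6ap1.1.S* at -0.83 ± 0.16 (adjusted p = 0.0725) and *atp6v1b1.L* at -0.56 ± 0.11 (adjusted p = 0.0868). The study named this class, and matrix genes, from these samples, so their counts are not independent evidence of direction. Ionocyte markers, some of which are V-type ATPase subunits, were lower too (26 genes, 8 lower adjusted over the list alone, 0 over all genes, median -0.19, adjusted p = 5.0e-06, and adjusted p = 0.236 with an estimated correlation). The ammonia channel *rhcg.L* stood at -0.91 ± 0.20 (adjusted p = 0.123).

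Sterol synthesis genes were lower in large than in small thioridazine cohorts (42 genes, 0 called over all genes and 3 lower adjusted over the list alone, median -0.22, adjusted p = 3.8e-06, and adjusted p = 0.283 with an estimated correlation). The isomerase *idi1.L* stood at -0.77 ± 0.21 (adjusted p = 0.295). Skeletal muscle genes were lower with a median of -0.14 over 38 members (0 called over all genes, 1 higher and 3 lower adjusted over the list alone, adjusted p = 5.0e-06, and adjusted p = 0.589 with an estimated correlation). Mitotic cell cycle genes were higher in 40 of 48 members with 0 called over all genes or over the list alone (median 0.11, adjusted p = 1.5e-05, and adjusted p = 0.236 with an estimated correlation). Markers of multiciliated cells, the ciliated cells of the larval skin, were higher (35 genes, 0 called either way, median 0.14, adjusted p = 0.00569, and adjusted p = 0.698 with an estimated correlation). Red blood cell markers (22 genes, 0 called either way, median -0.10, adjusted p = 0.0415, and adjusted p = 0.766 with an estimated correlation) and matrix genes (103 genes, 0 called over all genes and 3 lower adjusted over the list alone, median -0.03, adjusted p = 0.0415, and adjusted p = 0.775 with an estimated correlation) were lower by small margins. Without surrogate variables neither was called (adjusted p = 0.748 and 0.440), and the sterol and muscle lists held 0 members called over the list alone. The cell cycle, liver, ionocyte and V-type ATPase lists stayed called without each of the 12 libraries in turn, and the other 6 lost the call or changed direction without at least 1.

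The next question was whether the response to thioridazine differed between cohort sizes, tested as an interaction. It was called for 19 genes, 17 with a lower and 2 with a higher thioridazine effect in large cohorts. Genes of the near-absent set made up 9 of the 17. The mucin LOC108715183 (mucin-5AC) rose with cohort size in control embryos, from 1110 ± 133 to 1860 ± 17.1 CPM (SD, n = 3), but stood at 537 ± 167 and 557 ± 133 CPM in small and large thioridazine cohorts (interaction -0.96 ± 0.11, adjusted p = 0.00260). The mucin-like gene *muc2l.L* (-1.0 ± 0.14, adjusted p = 0.0108) had 2033 ± 165 and 2931 ± 201 CPM in small and large control cohorts and 1105 ± 417 and 939 ± 171 CPM in the thioridazine cohorts. *xa-1.L*, a gene of the anterior ectoderm, rose with cohort size in controls by 0.39 ± 0.08 and fell in thioridazine embryos by -0.62 ± 0.09 (interaction -1.0 ± 0.12, adjusted p = 0.00260). *ifitm3.L* went the other way (interaction 0.71 ± 0.11, adjusted p = 0.0187). Of 29 alternatives LOC108715183 lost its call in 13 and *muc2l.L* in 14. Without surrogate variables they stood at -0.69 and -0.72 (adjusted p = 0.548 and 0.543, with ranges over the alternatives of 4.5e-10 to 1.0 and 3.3e-07 to 1.0). They stood at -0.49 and -0.59 without thioridazine small replicate 2 and at -0.37 and -0.35 without thioridazine small replicate 3, and *muc2l.L* at -0.61 without control large replicate 3. Without surrogate variables 5 genes were called, all of them among the 19. The count was 33 without control small replicate 1, 75 without thioridazine small replicate 3, and 3 and 9 without thioridazine large replicates 1 and 3. LOC121398066 and *xa-1.L* stayed called without each library.

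The study's drug was then compared with control within small cohorts. Genes of fatty acid and sterol synthesis were among those that rose. The fatty acid desaturases *fads2.S*, *fads1.S* and *fads1.L*, which make polyunsaturated fatty acids, rose by 3.19 ± 0.25, 2.50 ± 0.21 and 2.46 ± 0.44 (adjusted p = 1.3e-05, 2.1e-05 and 0.0378). *srebf2.S*, the transcription factor that controls sterol synthesis, rose by 1.24 ± 0.12 (adjusted p = 1.0e-04). The LDL receptor *ldlr.S* and the sterol synthesis enzyme *hmgcs1.S* rose by 1.24 ± 0.19 and 1.29 ± 0.22 (adjusted p = 0.0124 and 0.0256). *gfpt1.S*, the first enzyme of hexosamine synthesis, rose by 2.30 ± 0.17 (adjusted p = 1.1e-05). Genes of the integrated stress response rose as well, namely *ddit3.L* (the transcription factor CHOP) by 2.23 ± 0.32 and *chac1.L*, which degrades glutathione, by 1.21 ± 0.20 (adjusted p = 0.00860 and 0.0256). The amino acid carriers *slc1a4.L* and *slc7a5.L* rose by 1.23 ± 0.20 and 0.69 ± 0.13 (adjusted p = 0.0222 and 0.0449). The largest rises among named genes were in *arl11l.1.S* and *arf11l.L*, related to ADP-ribosylation factors (4.20 ± 0.48 and 4.20 ± 0.76, adjusted p = 7.2e-04 and 0.0394), and *proca1.L* rose by 2.24 ± 0.35 (adjusted p = 0.0148). Of 30 alternatives *hmgcs1.S* lost its call in 17 and *fads1.L* in 16. Without thioridazine small replicates 2 and 3 and large replicate 3 *hmgcs1.S* stood at 0.63, 0.22 and 0.58, *fads1.L* at 1.57, 1.17 and 1.48 and *proca1.L* at 1.37, 1.15 and 1.32, and without large replicate 1 *hmgcs1.S* stood at 0.81.

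Fewer than 5 genes fell in small cohorts. They were *lim2.L*, a membrane protein of lens fibres (-1.26 ± 0.24, adjusted p = 0.0475), *rpl27a.S* (-1.57 ± 0.28, adjusted p = 0.0378) and the uncharacterized LOC108705602 (-2.49 ± 0.46, adjusted p = 0.0443), and the lens crystallin *cryba1.L* stood at -1.06 ± 0.22 without passing (adjusted p = 0.100). Of 30 alternatives *rpl27a.S* lost its call in 21 and LOC108705602 in 27, with changes that shrank to -0.26 and -0.12 without thioridazine small replicate 3 (adjusted p over the alternatives from 0.00100 to 0.524 and from 0.0271 to 0.952). Altogether 41 genes were called, 38 higher and 3 lower, 4 of them unnamed models. Libraries did not overlap in 35 of the 38 and 1 of the 3, against 21.7% of all genes tested and a chance share of 10%. Without surrogate variables 718 genes were called, 334 higher and 384 lower, 36 of them in common with the 41. The count was 12 and 21 without control small replicates 1 and 2, 27, 23 and 19 without control large replicates 1, 2 and 3. It was 201, 532 and 1823 without thioridazine small replicates 1, 2 and 3, and 166, 363 and 981 without thioridazine large replicates 1, 2 and 3. The 6 genes *acsbg2.S*, *fads1.S*, *fads2.S*, *fasn.L*, *gfpt1.S* and *srebf2.S* stayed called without each library.

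**Figure D4:**
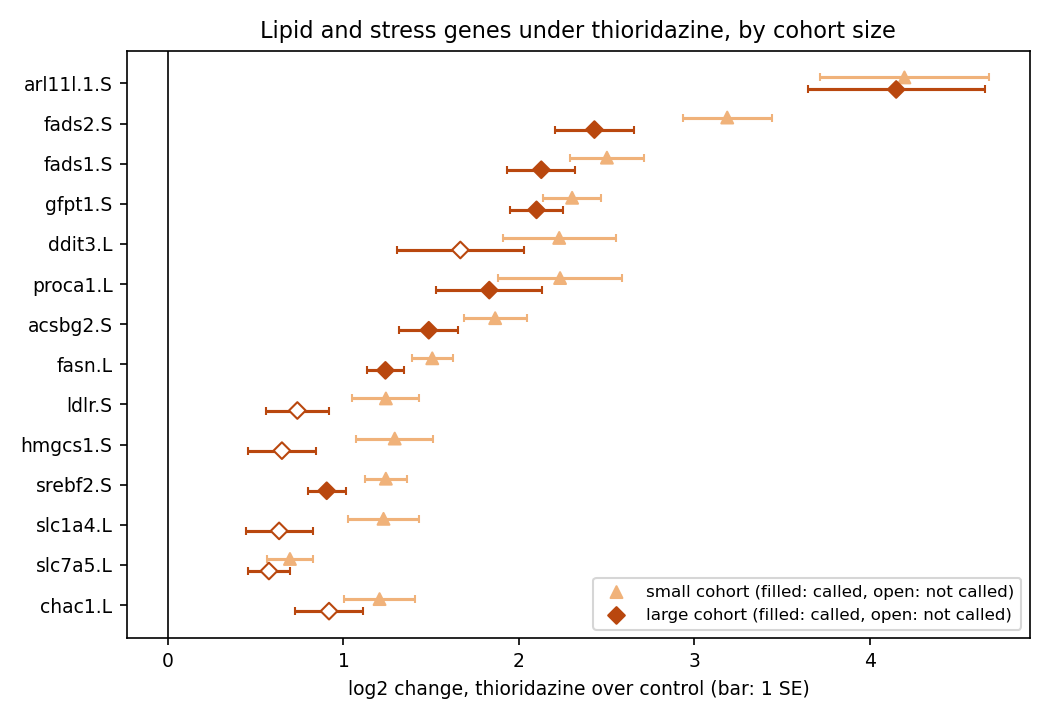
Log2 change under thioridazine (points, with 1 SE as bars) of 14 genes, in small and in large cohorts. Most are lipid, hexosamine, amino acid carrier or stress genes. Filled points passed the test and open points did not. All 14 lie above 0 at both cohort sizes, the highest being *arl11l.1.S* at 4.20 and 4.15. The genes were picked among those called higher in small cohorts, so their sign there was fixed by that choice.

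In small cohorts 8 lists were called by camera. Sterol synthesis and uptake genes were higher in 39 of 42 members, with a median of 0.84. In it 4 rose over all genes tested and 21 adjusted over the list alone (adjusted p = 7.0e-28, and adjusted p = 0.0835 with an estimated correlation). Of 57 heat shock and unfolded protein response genes *ddit3.L* and *chac1.L* rose, 6 rose adjusted over the list alone, and asparagine synthetase (*asns.L*) stood at 2.57 ± 0.56 (adjusted p = 0.142). Camera gave an adjusted p of 3.8e-04 for the list, and adjusted p = 0.395 with an estimated correlation. Amino acid carriers, a class the study named from these samples and so not independent evidence, were higher with 2 that rose over all genes and 2 adjusted over the list alone (67 genes, median 0.10, adjusted p = 0.00519, and adjusted p = 0.0974 with an estimated correlation). Without surrogate variables this call was lost, with 10 higher and 2 lower over all genes (adjusted p = 0.0555). Neuronal markers were lower, with 7 of 51 members higher, 0 called over all genes and 1 lower adjusted over the list alone (median -0.28, adjusted p = 1.1e-08, and adjusted p = 0.341 with an estimated correlation). Without surrogate variables 15 of them fell over all genes and 27 adjusted over the list alone. The tubulin *tubb2b.S* stood at -0.48 ± 0.11 (adjusted p = 0.156). Cell cycle genes were lower as well (48 genes, 0 called either way, median -0.13, adjusted p = 0.00519, and adjusted p = 0.395 with an estimated correlation). Skeletal muscle (38 genes, median 0.23, adjusted p = 2.8e-07, and adjusted p = 0.395 with an estimated correlation), cartilage and skeleton (27 genes, median 0.28, adjusted p = 4.7e-07, and adjusted p = 0.341 with an estimated correlation) and red blood cell markers (22 genes, all 22 higher, median 0.28, adjusted p = 5.2e-05, and adjusted p = 0.395 with an estimated correlation) were higher with 0 members called over all genes or over the list alone. Without surrogate variables the direction of the cartilage list turned and the red blood cell list lost its call, with a median of 0.09 (adjusted p = 0.122 for both). The list of lens, retina and eye field genes was not called (41 genes, median -0.05, 1 lower over all genes and 4 adjusted over the list alone, adjusted p = 0.0879), whereas without surrogate variables 15 of its members fell over all genes tested (adjusted p = 5.3e-19, and adjusted p = 0.130 with an estimated correlation). Also called only without surrogate variables were lower extracellular matrix genes, a class the study named (103 genes, 8 lower over all genes, 21 lower and 1 higher adjusted over the list alone, median -0.13, adjusted p = 4.9e-06, and adjusted p = 0.476 with an estimated correlation), and lower melanophore genes (22 genes, 2 lower over all genes and 5 adjusted over the list alone, median -0.30, adjusted p = 3.1e-05, and adjusted p = 0.123 with an estimated correlation). Among the other lists called only there were higher ribosomal protein genes (adjusted p = 3.0e-08, and adjusted p = 0.356 with an estimated correlation) and lysosomal genes (adjusted p = 9.3e-07, and adjusted p = 0.130 with an estimated correlation). The sterol and heat shock lists stayed called without each library, and the other 6 did not.

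In large cohorts some lipid and hexosamine genes rose under thioridazine. *fads2.S* and *fads1.S* rose by 2.43 ± 0.22 and 2.13 ± 0.19 (adjusted p = 6.0e-05 for both). *gfpt1.S* and its paralog *gfpt2.L* rose by 2.10 ± 0.15 and 1.46 ± 0.18 (adjusted p = 7.7e-06 and 0.00118) and *srebf2.S* by 0.90 ± 0.11 (adjusted p = 0.00114). The acyl-CoA synthetase *acsbg2.S* rose by 1.49 ± 0.17 (adjusted p = 7.2e-04), the endothelial lipase *lipg.S* by 1.63 ± 0.29 (adjusted p = 0.0259), *proca1.L* by 1.83 ± 0.30 (adjusted p = 0.0142) and *arl11l.1.S* by 4.15 ± 0.51 (adjusted p = 0.00118). LOC121400438, a protein kinase C delta type-like gene, was called higher at 5.51 ± 1.04 (adjusted p = 0.0400). Of the 3 large control libraries only 1 held counts of it. Its change was 2.66 with DESeq2 and 3.07 with edgeR on the same surrogate variables, and 12 of 30 alternatives lost the call. The genes near absent in thioridazine large libraries were also far below the large control cohorts, where *astl3a.1.L* and *astl2d.2.L* had 999 and 117 counts against 1 each. The ratios were 1087 (95% counting interval 195 to 42976) and 127 (22.4 to 5071). *astl3b.1.L*, *crisp1.5.S* and LOC108699319 had 151, 102 and 329 counts against 0. These were at least 54.8-fold, 37.0-fold and 119-fold more against the floor of 3 counts over the group. *xepsin.S* and *astl2f.S* fell by -5.87 ± 0.84 and -4.23 ± 0.66 (adjusted p = 0.00557 and 0.0109). Ion transport genes of ionocytes and inner ear fell, *ca2.L* (carbonic anhydrase 2) by -0.63 ± 0.11 and *slc26a4.3.S* (an anion exchanger of the pendrin family) by -1.51 ± 0.27 (adjusted p = 0.0196 and 0.0288). So did the insulin receptor-related receptor *insrr.L*, an alkali sensor, by -1.87 ± 0.35 (adjusted p = 0.0387) and *h2ax.lS* by -1.02 ± 0.16 (adjusted p = 0.0110). Without thioridazine large replicate 1 they stood at -1.16 and -0.65, and *h2ax.lS* at -0.65 and -0.67 without thioridazine small replicates 1 and 2.

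Of 57 genes called in large cohorts, 31 were higher and 26 lower, and 17 were unnamed models. Libraries did not overlap in 29 of the 31 and 25 of the 26, against 23.7% of all genes tested and a chance share of 10%. Without surrogate variables 573 genes were called, 237 higher and 336 lower, 54 of them in common with the 57. The count was 33 and 20 without control large replicates 2 and 3, 1232, 773 and 999 without thioridazine small replicates 1, 2 and 3, and 162, 380 and 250 without thioridazine large replicates 1, 2 and 3. Of 22 called genes chosen for naming in this comparison, *acsbg2.S*, *arl11l.1.S*, *astl2d.2.L*, *fads1.S*, *fads2.S*, *fasn.L*, *gfpt1.S*, LOC108699319 and *srebf2.S*, 9 in all, stayed called without each library.

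In large cohorts 15 lists were called by camera, none with an estimated correlation (5 lists at an unadjusted p under 0.05, lowest adjusted p = 0.0742). Sterol synthesis and uptake genes were higher in 39 of 42 members, with 1 that rose over all genes and 11 adjusted over the list alone (median 0.50, adjusted p = 2.0e-16, and adjusted p = 0.145 with an estimated correlation). *insig1.L*, which retains the sterol sensor in the endoplasmic reticulum, stood at 1.61 ± 0.36 (adjusted p = 0.100). Neuronal markers were lower in 42 of 51 members, with 0 called over all genes and 7 lower adjusted over the list alone (median -0.25, adjusted p = 6.2e-09, and adjusted p = 0.340 with an estimated correlation). Without surrogate variables 11 fell over all genes and 31 adjusted over the list alone. Among them were the growth cone protein *gap43.L* at -0.87 ± 0.21 and the neurofilament *nefm.L* at -1.16 ± 0.29 (adjusted p = 0.130 and 0.162). Eye genes were lower (41 genes, 0 called either way, median -0.22, adjusted p = 8.6e-04, and adjusted p = 0.433 with an estimated correlation). Without surrogate variables 17 fell over all genes and 26 adjusted over the list alone (median -0.77, adjusted p = 1.2e-21, and adjusted p = 0.129 with an estimated correlation). *rho.L*, the rod photopigment, had 101 CPM in large control and 17.7 CPM in large thioridazine cohorts, a change of -1.05 ± 0.31 with surrogate variables (adjusted p = 0.281) and -2.71 without them (adjusted p = 0.00489). The ionocyte list was lower (26 genes, *ca2.L* over all genes and 3 adjusted over the list alone, median -0.19, adjusted p = 0.00149, and adjusted p = 0.275 with an estimated correlation). The heat shock list was higher (57 genes, 0 over all genes and 3 over the list alone, median 0.10, adjusted p = 0.00133, adjusted p = 0.433 with an estimated correlation). *ddit3.L* stood at 1.67 ± 0.36 and *chac1.L* at 0.92 ± 0.20 (adjusted p = 0.0940 and 0.0847, called in 17 and 18 of 30 alternatives).

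The liver list was lower under thioridazine in large cohorts (30 genes, 0 called either way, median -0.30, adjusted p = 2.2e-04, and adjusted p = 0.461 with an estimated correlation). The fibrinogen *fgb.S* stood at -0.48 ± 0.17 (adjusted p = 0.440). Ribosomal protein genes were lower (135 genes, 0 over all genes and 10 adjusted over the list alone, median -0.07, adjusted p = 2.2e-05, and adjusted p = 0.461 with an estimated correlation). So were respiratory chain genes (121 genes, 0 over all genes and 2 adjusted over the list alone, median -0.10, adjusted p = 8.0e-04, and adjusted p = 0.382 with an estimated correlation). Histones (22 genes, *h2ax.lS* either way, median -0.15, adjusted p = 0.0271, and adjusted p = 0.433 with an estimated correlation) and V-type ATPase subunits (42 genes, 0 over all genes and 4 adjusted over the list alone, median -0.09, adjusted p = 0.0442, and adjusted p = 0.619 with an estimated correlation) were lower as well. Amino acid carriers were higher (67 genes, 0 over all genes and 1 adjusted over the list alone, median 0.13, adjusted p = 5.1e-04, and adjusted p = 0.0742 with an estimated correlation). So were glycolysis and citrate cycle genes (65 genes, 0 either way, median 0.06, adjusted p = 0.00969, and adjusted p = 0.196 with an estimated correlation). The study named these classes, apart from the liver genes, from the same samples, so their counts are not independent evidence of direction. Lysosomal genes (40 genes, 32 higher, 0 called either way, median 0.06, adjusted p = 0.00982, and adjusted p = 0.230 with an estimated correlation), multiciliated cell markers (35 genes, 0 either way, median 0.11, adjusted p = 0.0341, and adjusted p = 0.619 with an estimated correlation) and skeletal muscle genes (38 genes, 0 over all genes and 1 adjusted over the list alone, median 0.07, adjusted p = 0.0326, and adjusted p = 0.742 with an estimated correlation) were higher by small margins. Without surrogate variables the direction of the muscle and glycolysis lists turned (adjusted p = 0.133 and 0.997) and the V-type ATPase list lost its call (adjusted p = 0.257). Lists called only without surrogate variables included lower extracellular matrix genes (103 genes, 5 lower over all genes, 26 lower and 1 higher adjusted over the list alone, median -0.20, adjusted p = 1.4e-07, and adjusted p = 0.471 with an estimated correlation) and lower cartilage and skeleton genes (27 genes, 0 over all genes and 8 lower adjusted over the list alone, median -0.41, adjusted p = 9.7e-08, and adjusted p = 0.387 with an estimated correlation). The sterol, neuronal, liver, ribosomal, respiratory chain and amino acid carrier lists, 6 of the 15, stayed called without each library.

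Averaged over both cohort sizes, thioridazine called 64 genes, 54 higher and 10 lower. The smallest p-value belonged to *gfpt1.S*, which rose by 2.20 ± 0.14 (adjusted p = 1.2e-06). Next were *fasn.L*, the fatty acid synthase, by 1.37, *fads2.S* by 2.81, *fads1.S* by 2.32 and *acsbg2.S* by 1.68. Among genes that fell were LOC121402255, a histone H1A-like gene, by -1.09, *xa-1.L* by -0.67 and LOC108715183 by -0.62. The change of LOC121402255 was -0.51 without surrogate variables, -0.66, -0.44 and -0.49 without thioridazine small replicates 1 to 3, and -0.57 and -0.71 without thioridazine large replicates 1 and 3. Sterol synthesis genes (6 rose over all genes, 23 adjusted over the list alone) and amino acid carriers (2 over all genes, 6 adjusted over the list alone) were called by camera and also with an estimated correlation (adjusted p = 0.0383 for both), a call that both lost without surrogate variables (adjusted p = 0.0610 for both). The latter class was named by the study. Averaged over treatments, cohort size called 70 genes, 47 higher and 23 lower in large cohorts. The smallest p-values among those that rose belonged to *rpl27a.S* (0.96), the retinol carrier *rbp4.L* (0.61), the apolipoprotein *apoc2.L* (0.57), LOC108706197, a histone H1B-like gene (0.43) and LOC108699620 (0.78). Of 29 alternatives *rpl27a.S* lost this call in 13, with a change of 0.53 without thioridazine small replicate 3. Of the 30 liver list genes 10 rose over all genes and 21 adjusted over the list alone (median 0.44, adjusted p = 9.2e-28, and adjusted p = 0.139 with an estimated correlation). Without surrogate variables 2310 and 18 genes were called for the averaged effects of thioridazine and cohort size.

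The effects were then compared across strata, using pairs of contrasts whose compared groups share no library. All 12 libraries entered the fit and its surrogate variables, so the contrasts are not fully independent. Across genes, which are not independent replicates, the thioridazine effects in small and large cohorts correlated with Pearson's r 0.477 and Spearman's rho 0.452, and 65.8% of genes had the same sign. Without surrogate variables r was 0.468 and rho 0.360, and 61.9% of genes had the same sign. The 41 genes called in small cohorts had a median size of change of 1.51 there and, in the direction of that change, 1.03 in large cohorts, and all 41 kept their sign. The 57 genes called in large cohorts had medians of 1.43 there and 0.61 in small cohorts, with 51 of the same sign. Genes chosen in a stratum are biased upward in it, which holds for both directions of this comparison. The higher calls shared 19 genes, where independent lists would share 0.0461, and *fads2.S*, *fads1.S*, *gfpt1.S*, *srebf2.S* and *arl11l.1.S* were called at both sizes. For cohort size, the effects in control and in thioridazine embryos correlated with r 0.0185 and rho 0.0523, with 51.9% of the same sign. The 75 genes called in controls had a median size of change of 0.68 there and 0.11 in thioridazine embryos, 51 of them with the same sign.

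For 13 of the 33 lists camera gave no call in any of the 4 comparisons within a stratum. The lowest adjusted p over these comparisons was 0.303 for caveola genes, 0.0945 for the circadian clock, 0.652 for nuclear receptors (1 member called, *hnf4a.S*), 0.0543 for epidermis, 0.168 for hatching and cement gland, 0.0732 for heart, 0.209 for leukocytes and 0.112 for neural crest. It was 0.0879 for immediate early and glucocorticoid-responsive genes, 0.153 for oxidative stress and drug metabolism, 0.320 for p53 targets and apoptosis (1 member called, *ccng1.L*), 0.264 for P2 receptors and calcium release, and 0.522 for dopamine receptors and dopaminergic machinery. Without surrogate variables camera called 5 of these lists, each higher. Immediate early genes were called under thioridazine in small cohorts (8 members higher over all genes, adjusted p = 1.0e-06) and in large cohorts (2 members, adjusted p = 2.6e-05). Leukocyte genes (adjusted p = 0.00531 and 1.5e-04) and p53 targets (adjusted p = 0.00873 and 0.0463) were called at both sizes as well. Oxidative stress and heart genes were called in small cohorts (adjusted p = 0.0126 and 0.00223), and heart genes also with cohort size in controls (adjusted p = 0.0285). None of these passed with an estimated correlation (lowest adjusted p = 0.224). Caveola, circadian and nuclear receptor genes are classes that the study named from these samples. The purinergic receptor *p2rx1.L* changed with cohort size by 0.30 ± 0.30 in control and 0.08 ± 0.29 in thioridazine embryos (adjusted p = 0.822 and 0.972), and *p2rx2* did not pass the filter on low counts.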

Values the study reported

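Between cohorts of 300 and 100 control embryos the study reported 32 differentially expressed genes, 30 of them increased and 2 decreased in the larger cohort. In thioridazine-treated embryos it reported 19 genes, 3 increased and 16 decreased. Both counts were at a false discovery rate below 0.05. The study tested 21,720 genes after filtering at 1.8 CPM in at least 3 samples.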

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

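The 3 tests of explanations for the near-absent genes were chosen after that result was seen. The effect of thioridazine differed between cohort sizes in 19 genes and 12 gene lists, by the interaction term of limma and by camera with its preset correlation. No list was called with an estimated correlation (lowest adjusted p = 0.624), where 0 of the 33 had an unadjusted p under 0.05. For genes with counts of 0 or near 0 in a group the fitted log2 values depend on the offset given to a count of 0 and are no bounds on the change.

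Among the genes with the most negative interactions were *astl3a.1.L* -8.62, LOC108699319 -7.94, LOC108705791 -6.76, LOC108718284 -6.34, *crisp1.5.S* -6.04, *astl3b.1.L* -5.76, *xepsin.S* -5.57, *astl2d.2.L* -4.70 and *astl2f.S* -3.85. Histone genes also differed, namely LOC121398066 (histone H3) by -8.18, LOC108703789 (histone H2A type 1-like) by -3.0 and LOC121402266 (histone H4) by -1.48. LOC108703789 had 3.64 and 11.9 CPM in small and large control cohorts and 13.3 and 3.85 CPM in the thioridazine cohorts. Further genes with a lower effect in large cohorts were *dan4l.L* (-2.10), *eif5b.L* (-1.17), *xa-1.L* (-1.0), *muc2l.L* (-1.0) and the mucin LOC108715183 (-0.96). *ifitm3.L* (0.71) and the uncharacterized LOC121401100 (2.82) had a higher effect in large cohorts. Of 29 alternatives LOC121402266 lost its call in 19, LOC121401100 in 18 and *eif5b.L* in 16.

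Of the lists, ribosomal proteins had a median interaction of -0.11 (adjusted p = 7.6e-08, and adjusted p = 0.624 with an estimated correlation), red blood cell markers -0.35 (2.7e-07 and 0.624), cartilage and skeleton -0.24 (6.9e-05 and 0.624), multiciliated cells 0.23 (0.00275 and 0.644), and sterol synthesis -0.26 (0.00416 and 0.644). Skeletal muscle had -0.13 (0.00844 and 0.777), ionocytes -0.20 (0.00844 and 0.624), cell cycle 0.098 (0.0185 and 0.644), histones -0.041 (0.0224 and 0.624), V-type ATPase -0.071 (0.0252 and 0.644), the respiratory chain -0.080 (0.0252 and 0.644) and melanophores 0.16 (0.0405 and 0.624). Without surrogate variables the sterol list lost its call (adjusted p = 0.134). By the preset correlation 13 of the 33 lists had an unadjusted p under 0.05. The ribosomal list alone stayed called without each of the 12 libraries in turn.

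The near absence of 13 genes in all 3 thioridazine large libraries was a pattern seen in no other group. These genes lie on 5 chromosomes of the RefSeq assembly, which argues against a variant at a single locus that directly removes them all. The count of chromosomes cannot address a single locus that acts on genes elsewhere. Measured relatives gained 21.8% ± 6.60 (SE) of the CPM that the 13 genes lost, most of it in *astl2g.L* (chosen after its values were seen) with 155 and 195 CPM in small and large thioridazine cohorts. This gain lay within its spread of the bound set for this test. In small and large control cohorts, which kept the 13 genes, the relatives stood at 271 and 262 CPM. Under thioridazine they stood at 233 and 281 CPM, so much of the gain reflects a low level in small thioridazine cohorts. Reads assigned to related genes may account for part of the loss, which remains open, but by the measured relatives not for most of it. Older embryos in the large cohorts also remain open, since the median change of the 13 genes was -0.066 between large and small control cohorts but a delay or advance could occur under thioridazine alone. A biological difference between the cohort sizes under thioridazine is a further open explanation, which was not tested.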

How the results depend on the processing

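Leaving out the libraries farthest along the first component (thioridazine small replicate 1 and thioridazine large replicate 2), with or without surrogate variables, and removing ribosomal RNA genes were tests chosen after the data were seen. Of 127 calls chosen for naming (78 genes, each counted in every comparison that called it), 21 stayed called with the same direction under all the alternatives in which the gene was tested (23 to 30). These 21 calls belong to 10 genes. The call of *tf.L* was the 1 that reversed in any. RLE scaling left all 127 called. Without surrogate variables 84 stayed called, 42 lost the call and 1 reversed, and with edgeR and DESeq2 on the same surrogate variables 119 and 112 stayed called. Of 53 list calls within strata and for the interaction, 53 stayed with RLE scaling, 43 without surrogate variables and none with an estimated correlation (camera, 0 lists called in each of the 4 comparisons and the interaction). Removing ribosomal RNA genes moved no count by over 1.5 times. Except where fewer libraries or genes entered, the cause of the changes below was not tested. The first surrogate variable had 67.9% of its variance between treatments, so it shares part of the thioridazine effect. In small cohorts the median standard error of that effect was 0.249 with both surrogate variables and 0.160 with none. The thioridazine counts with surrogate variables therefore do not measure the full size of the response. With a floor of up to 0.614 CPM, genes near 1 CPM are measured by few counts, which limits what depth can show.

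For cohort size in control embryos (75 genes), limma without surrogate variables called 32, edgeR without them 7, and DESeq2 123 with and 115 without them. Dropping the filter gave 41, quality weights 128, 18 came from the deposited log2 CPM values and the 6 compared libraries alone 137. Leaving out a library gave 12 to 118. For cohort size in thioridazine embryos (24), 3 surrogate variables gave 44, DESeq2 47 with and 48 without surrogate variables, and a filter of 5 CPM 46. Limma without surrogate variables called 0 without the farthest libraries and 0 with the 6 compared libraries alone, against 1871 genes at an unadjusted p under 0.05 with all libraries and 27 by edgeR with surrogate variables. Leaving out a library gave 4 to 132.

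For thioridazine in small cohorts (41), no surrogate variables gave 718, 1 gave 26 and 3 gave 1297. Without surrogate variables edgeR called 870 and DESeq2 847. No filter gave 63, the deposited values 888, the 6 compared libraries 295, and leaving out the farthest libraries 85 with and 396 without surrogate variables. Leaving out a library gave 12 to 1823. For thioridazine in large cohorts (57), no surrogate variables gave 573 and 3 gave 1280, edgeR and DESeq2 without them 686 and 747, no filter 137, 5 CPM 35, the deposited values 703, the 6 compared libraries 776, and leaving out the farthest libraries 228 with and 282 without surrogate variables. Leaving out a library gave 20 to 1232.

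For the interaction (19), no surrogate variables gave 5, 3 gave 12, DESeq2 32 with and 55 without them, 5 CPM 48, and leaving out the farthest libraries 30 with and 0 without surrogate variables (limma, 1940 genes at an unadjusted p under 0.05 with all libraries). Leaving out a library gave 3 to 75. For thioridazine averaged over sizes (64), no surrogate variables gave 2310, 1 gave 29 and 3 gave 3136, edgeR and DESeq2 without them 2496 and 2030, no filter 191, 5 CPM 23, the deposited values 2514, and leaving out the farthest libraries 228 with and 1162 without surrogate variables. Its count was 37 without control small replicate 1, 40, 35 and 20 without control large replicates 1 to 3, 1446, 2436 and 3184 without thioridazine small replicates 1 to 3, and 327, 921 and 1605 without thioridazine large replicates 1 to 3. For cohort size averaged over treatments (70), no surrogate variables gave 18, 1 gave 24 and 3 gave 45, edgeR without them 24, DESeq2 with them 106, no filter 31, 5 CPM 44, the deposited values 24, and leaving out the farthest libraries 38 with and 0 without surrogate variables (limma, 2438 genes at an unadjusted p under 0.05 with all libraries). Its count was 45 without control small replicate 2, 40 and 16 without control large replicates 1 and 3, 34 without thioridazine small replicate 1, 36 and 31 without thioridazine large replicates 1 and 3, and 104 at most.

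Replicate numbers did not pair the libraries. The 18 same-number pairs had correlations of deviations from -0.148 to 0.102, 1 over 0.1, with a median of -0.0241 (36 other pairs: -0.00350). With a replicate block, thioridazine in small cohorts called 21 genes and cohort size averaged over treatments 117. With the block and no surrogate variables the counts were 12, 533, 525, 9, 2197 and 23 for cohort size in controls, thioridazine in small and in large cohorts, the interaction, and averaged thioridazine and cohort size. Of the 127 named calls 107 stayed under the block with surrogate variables, and of the 53 list calls 47.

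*tf.L* reversed to -0.026 without surrogate variables, -0.074 with the block and none, -0.013 and -0.028 in edgeR and DESeq2 without them, -0.023 at 5 CPM, -0.059 in the deposited log2 values, -0.101 and -0.094 without the farthest libraries, and -0.035 with the 6 compared libraries. It was -0.01 without control large replicate 3, -0.65 without thioridazine small replicate 3, and -0.44 and -0.11 without thioridazine large replicates 2 and 3, with a highest value of 0.91 over left-out libraries. Lists that turned direction are given with the adjusted p there. Matrix genes turned in controls without control small replicate 1 (0.449), thioridazine small replicate 3 (0.779) or thioridazine large replicate 3 (0.798, lowest 3.1e-05), and for cohort size under thioridazine without thioridazine small replicate 2 (0.0211) or thioridazine large replicate 2 (1.1e-05, the highest without any library being 0.336). In that comparison red blood cell markers turned without thioridazine small replicate 3 (0.833) or large replicate 2 (0.813), in a range of 0.0262 to 0.851, and cartilage without large replicate 2 (0.452, lowest 2.7e-15). For thioridazine in small cohorts cartilage turned without surrogate variables (0.122), without thioridazine small replicates 1 to 3 (0.755, 3.6e-05 and 0.0505) and large replicates 2 and 3 (4.7e-04 and 0.0283), with a lowest value of 8.1e-10, and muscle without small replicate 2 (0.909, lowest 5.7e-13). In large cohorts muscle turned without surrogate variables (0.133), without thioridazine small replicates 1 to 3 (0.164, 0.144 and 0.0528) and large replicates 1 and 3 (0.137 and 0.0469), in a range of 0.00637 to 0.853. Glycolysis turned without surrogate variables (0.997) or large replicate 3 (0.985, lowest 0.00462), and the V-type ATPase without large replicate 1 (0.972, lowest 0.00111). In the interaction sterol synthesis turned without thioridazine small replicate 3 (0.933, lowest 0.00135) and cartilage without large replicate 2 (0.862, lowest 2.1e-09). Lists called ranged over left-out libraries from 7 to 10 and 9 to 13 for cohort size in control and thioridazine embryos, 9 to 19 and 10 to 18 for thioridazine in small and large cohorts, and 7 to 14 for the interaction, and 17 lists were called for small cohorts without surrogate variables. Separation by cohort size had an exact permutation p of 0.09 with the 500 most variable genes. The correlation of cohort size effects across treatments was -0.00188 without surrogate variables.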

Other observations

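The tests of harvest age for the liver list, of thinned counts and of control RNA in a library were chosen after the results they concern were seen. Averaged over cohort sizes, thioridazine embryos had lower neuronal markers, with a median of -0.28 over 51 genes, 8 lower and 1 higher adjusted over the list alone (adjusted p = 2.9e-11, and adjusted p = 0.305 with an estimated correlation). Without surrogate variables 30 fell and 1 rose over all genes (adjusted p = 5.1e-21, and adjusted p = 0.0610 with an estimated correlation). Lens, retina and eye field genes had a median of -0.17, with 5 lower adjusted over the list alone (adjusted p = 0.00475, and adjusted p = 0.462 with an estimated correlation), whereas without surrogate variables 27 of 41 fell over all genes and 31 adjusted over the list alone (median -0.80, adjusted p = 1.9e-24, and adjusted p = 0.0969 with an estimated correlation). Averaged over treatments, large cohorts had lower cartilage and skeleton genes, with 1 that fell over all genes and 4 adjusted over the list alone (median -0.16, adjusted p = 2.7e-09, and adjusted p = 0.226 with an estimated correlation), a call lost without surrogate variables with 0 members called either way (median -0.06, adjusted p = 0.0756). Respiratory chain genes, a class the study named from these samples, were higher in 96 of 121 members, with 6 adjusted over the list alone (adjusted p = 4.1e-07, and adjusted p = 0.199 with an estimated correlation).

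Thioridazine libraries were spread along the treatment axis. Scored on the thioridazine effect estimated in the other cohort size, they ranged from 0.601 (large replicate 1) to 1.52 (large replicate 2), and their SD within groups of 0.405 was 10.7 times that of the controls (0.0380). Control RNA mixed into thioridazine large replicate 1 is argued against by genes near absent in replicates 2 and 3 and chosen without replicate 1 (13 genes, the same 13 as in the search over all 3), whose level there, 1.13 CPM against 240 CPM in control large libraries, allows 0.471% of control RNA (upper 95% bound 0.928%) where its score would need 49.9%. Sequencing depth is argued against by thinning the counts of all libraries to the lowest total, after which the SD within thioridazine groups was 0.408 (median of 20 draws, 0.398 to 0.413) against 0.0399 in controls. Over the 6 thioridazine libraries the score and the total had a Spearman's rho of -0.429 (exact permutation p = 0.419) and a Pearson's r of -0.463 (exact permutation p = 0.340), or -0.166 without the 2 totals farthest from the median, which alone decides nothing. The values are consistent with a single response of varying strength between pools, a hypothesis found and tested on the same libraries.

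Liver and ribosomal protein lists were higher in large control cohorts, where the median change fell from 0.066 among the genes of shortest span to -0.041 among the longest. Of 10000 random lists matched on gene span and expression, nearly all had a median below 0.119 (the upper bound of their central 95%) for the liver list and the highest had 0.242, against a median of 0.47 for the list itself, which argues against gene length as its cause. For ribosomal proteins the corresponding values were 0.0713, 0.109 and 0.116, and 0 of the random lists reached that median, but the margin was too narrow to exclude a length effect. More advanced embryos in large cohorts may account for the liver list and remain open, as it was also higher in large thioridazine cohorts (median 0.34), and no biological explanation was tested further.

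Other splits of the libraries were counted for each number of called genes. The 10 splits of 6 libraries are too few for a share under 0.05. Cohort size called 75 genes in controls, as many in 1 split, against 2 in the highest other, and 24 in thioridazine embryos, as many in 3 splits, against 174. Thioridazine called 41 in small and 57 in large cohorts, as many in 1 split each, against 14 and 6. Of 100 splits, 4 called as many as 19 genes for the interaction (highest other 70). For averaged thioridazine 1 called as many as 64 (highest other 24), and for averaged cohort size 1 called as many as 70 (37). These counts include the real split. For the averages a share under 0.05 argues against chance alone in both strata, if pools are exchangeable. The splits also broke up effects within strata. They do not test an average or the interaction alone and do not exclude chance for the interaction. The interaction count was 5 without surrogate variables, and 0 without them and the farthest libraries (limma, against 30 with surrogate variables, and 1940 genes at an unadjusted p under 0.05 with all libraries). The splits with 174 and 70 genes point to a structure of the samples.

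Cohort size in controls called 75 genes with 2 surrogate variables. That is higher than the count quoted from the study above. Without surrogate variables limma called 32 genes in controls (30 higher, 2 lower) and 19 in thioridazine embryos (3 higher, 16 lower). These counts equal those quoted above in each direction, although the number of genes tested differed. The fit with 2 surrogate variables gave 64 higher and 11 lower in controls, and 5 higher and 19 lower in thioridazine embryos. Whether the published fit held surrogate variables is not settled by the sources used here.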
